A study of Homo sapiens with 9 samples. Its data were reported in "The collateral activity of RfxCas13d can induce lethality in a RfxCas13d knock-in mouse model" (2023).

How the data were processed

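RNA was taken from HEK293T cells 24 h after transfection with plasmids for RfxCas13d, NeuN and a crRNA, in 3 groups of 3 libraries (NT crRNA, Rbfox3 crRNA 3, Rbfox3 crRNA 5). The authors extracted RNA with Trizol, made libraries with an mRNA kit and read them as 150-base pairs on an Illumina NovaSeq. They checked the reads with FastQC, trimmed them with Trim Galore, aligned them with Subread to the human build hg38, counted them per gene with featureCounts and turned the counts into FPKM. The authors tested their own genes with DESeq2. Tool versions, the gene annotation and the strand setting are not given in the sources used here, so overlapping genes on opposite strands cannot be told apart. The deposited table holds FPKM with 3 decimals for 28265 genes in the 9 libraries, of which 6204 genes are at 0 in every library, and 0 columns of samples outside the series. Library totals differed, from 355138 to 438818 FPKM, and the 10 highest genes held 7.22% to 9.56% of them. All 20 genes for 18S, 28S, 5.8S and 45S ribosomal RNA in the table are at 0 in every library.

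Depth was estimated from the steps between the low values of short genes, since FPKM times gene length is a whole number of fragments divided by depth. Of the values used 95.9% to 98.0% lay within 0.05 of a whole number. The estimates were 11530000, 11180000 and 10290000 fragments for NT crRNA replicates 1, 2 and 3. They were 10530000, 10880000 and 10170000 for Rbfox3 crRNA 3, and 12430000, 13010000 and 12280000 for Rbfox3 crRNA 5. Depth of this order makes a gene of 1 kilobase at 1 FPKM rest on about 10 fragments, so values near the limit of 0.5 FPKM and microRNA genes rest on few. Replicates within every pair differed by more than the sampling noise of such counts (chi-square per gene 1.69 to 2.94).

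Values were analysed as log2(FPKM + 0.5), for the 14036 genes with a mean of at least 0.5 FPKM over all 9 libraries. A linear model with 3 group means was fitted to all 9 libraries (6 residual degrees of freedom) with limma 3.58.1 in R 4.3.3, with an intensity trend in the prior variance. The comparisons were Rbfox3 crRNA 3 against NT crRNA, Rbfox3 crRNA 5 against NT crRNA and Rbfox3 crRNA 5 against Rbfox3 crRNA 3. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 with a fold of at least 2; all adjusted p of single genes are from limma. RBFOX3 was also tested with an exact two-sided permutation test on its FPKM values. Genes shared by both comparisons with NT crRNA were set against 100 simulated draws in which no group differs and the NT crRNA libraries serve both comparisons. Other splits of the libraries into groups of the same sizes were refitted in the same way.

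Gene lists were tested with camera at a preset correlation of 0.01 between genes, adjusted over all lists and comparisons together, and again with the correlation estimated from the data and with fry. The lists, each with at least 5 tested genes, were immediate early genes, genes that the study named as immediate early or as transcription factors tied to them, dual-specificity phosphatases, integrated stress response, chaperones and stress genes of the endoplasmic reticulum, p53 targets, NF-kB and inflammatory genes, interferon-stimulated genes, heat shock, oxidative stress, cholesterol synthesis, glycolysis and hypoxia, nuclear-encoded oxidative phosphorylation, ribosomal proteins, nucleolar ribosome assembly, replication-dependent histones, G1/S and G2/M genes, snoRNA host genes, stress kinase components, abundant mRNAs targeted elsewhere in the study, and markers of neurons, fibroblasts, leukocytes and keratinocytes. The genes named were the 10 with the largest rise and the 10 with the largest fall among called genes whose groups did not overlap and whose higher group had at least 1 FPKM, the genes of that list named by the study, RBFOX3, and the 4 members of each called list with the smallest p. Unnamed genes and genes the tables give more than once were skipped. The lists, the groups, the tests, this rule and most alternatives were fixed before the data were examined.

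The pipeline was tested on simulated data with planted changes of 1.5 on the log2 scale in 100 genes and of 3 in 100 others. It recovered 94% to 96% of the former and 97% to 100% of the latter and called 0.014% to 0.043% of unchanged genes. The simulated noise was independent between genes and drawn with the fitted variances. These rates therefore do not cover trends common to many genes of a library. Gene lengths, exons and kinds were taken from GENCODE release 44, to which 25474 genes of the table were matched by symbol, and coordinates of named genes from RefSeq; 13281 of the tested genes had a length. The crRNA sequences were searched in GENCODE transcripts with up to 5 mismatches. Alternatives were other scalings (median ratio, TPM, quantile), pseudocounts of 0.1 and 1, no filter and a minimum of 2 FPKM, only the 6 libraries compared, a block for the replicate number, limma without a trend, no fold threshold, and each library left out in turn. Protein-coding genes only, removal of each library's length and GC trend, and leaving out both Rbfox3 crRNA 5 libraries with the steepest length trend were added after the data were seen. Genes at 0 in all libraries of a group are given as listed at 0, with no fold. Further computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. No library was left out.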

Results

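The data collected were 9 RNA-seq libraries from HEK293T cells, a human embryonic kidney line that takes up plasmids readily. The cells carried plasmids for RfxCas13d, a nuclease that cuts RNA under the direction of a CRISPR RNA (crRNA), for NeuN, the neuronal splicing factor encoded by RBFOX3, and for 1 of 3 crRNAs. RNA was collected 24 h after transfection. The groups were a non-targeting crRNA (NT crRNA), Rbfox3 crRNA 3 and Rbfox3 crRNA 5, with n = 3 libraries each. The deposited values were FPKM for 28265 genes, of which 14036 had a mean of at least 0.5 FPKM and were tested. Estimated depth was 10290000 to 11530000 fragments in the NT crRNA libraries, 10170000 to 10880000 in the Rbfox3 crRNA 3 libraries and 12280000 to 13010000 in the Rbfox3 crRNA 5 libraries. At this depth 1 fragment on a microRNA gene amounts to about 1 FPKM. Nothing in the labels says that the libraries of a group came from separate cultures, so the p-values may measure only technical spread.

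The NT crRNA libraries separated from both other groups along the first principal component of the log2 values, which held 49.3% of the variance. The second component held 14.7% and set apart Rbfox3 crRNA 5 replicate 2, at 32.2, and replicate 3, at 12.6, from replicate 1, at -11.5. It also set NT crRNA replicate 3, at -10.2, apart from NT crRNA replicates 1 and 2, at 9.5 and 9.9. Long genes read lower in Rbfox3 crRNA 5 replicates 2 and 3. Per doubling of exon length the log2 value against the NT crRNA mean changed by -0.265 and -0.181 in these. The change was -0.088 in Rbfox3 crRNA 5 replicate 1 and -0.072 to -0.083 in the Rbfox3 crRNA 3 libraries, and 0.051 in NT crRNA replicate 3 against -0.027 and -0.024 in NT crRNA replicates 1 and 2. Between the crRNAs the ribosomal protein list lay 0.19 and the oxidative phosphorylation list 0.17 over the other genes in mean log2 fold, and 0.04 and 0.05 without Rbfox3 crRNA 5 replicate 2.

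**Figure D1:**
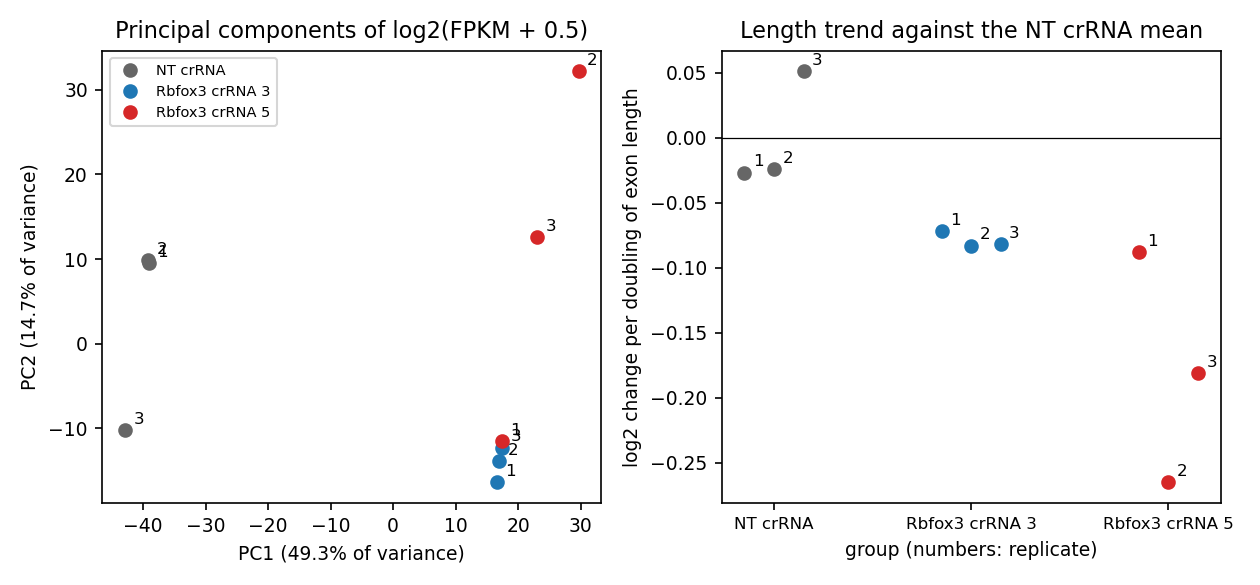
Left, the position of each library on the first (49.3% of variance) and second (14.7%) principal components of log2(FPKM + 0.5). Right, the log2 change against the NT crRNA mean per doubling of exon length in each library, by group, with the replicate number beside each point, where Rbfox3 crRNA 5 replicates 2 (-0.265) and 3 (-0.181) had the steepest slopes.

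RBFOX3, the target of both crRNAs and the gene for NeuN, was abundant in every library and was not lowered by 2-fold in either targeting group. Its level was 259.3, 243.5 and 303.1 FPKM in the NT crRNA libraries. In the Rbfox3 crRNA 3 libraries it was 240.2, 239.8 and 241.2 FPKM, and in the Rbfox3 crRNA 5 libraries 436.9, 258.8 and 359.5 FPKM. The group means were 269 ± 30.9 FPKM, 240.4 ± 0.757 FPKM and 352 ± 89.3 FPKM (SD, n = 3 each). The log2 fold against NT crRNA was -0.15 ± 0.16 (SE) for Rbfox3 crRNA 3, with all 3 libraries under all 3 NT crRNA libraries (adjusted p = 0.55, exact two-sided permutation p = 0.1). For Rbfox3 crRNA 5 it was 0.36 ± 0.16, with 2 of 3 libraries over every NT crRNA library (adjusted p = 0.119, exact permutation p = 0.3). Between the targeting groups it was 0.52 ± 0.16 for Rbfox3 crRNA 5 against Rbfox3 crRNA 3 (adjusted p = 0.349, exact permutation p = 0.1). The smallest p that 3 against 3 libraries allow is 0.1. With the length and GC trend of each library removed, the log2 fold for Rbfox3 crRNA 5 was 0.56 with adjusted p = 0.00449, and without its replicate 2 it was 0.57 with adjusted p = 0.00624. It was 0.19 without its replicate 1 (adjusted p = 0.294), 0.21 with TPM scaling (0.418) and 0.1 with quantile normalization (0.77). RBFOX3 lies on chromosome 17 at 79089345 to 79665571 (GRCh38), and both crRNA sequences matched it, and no other gene, with at most 2 mismatches. Because the target was not lowered by 2-fold in either group, the libraries are called by their labels throughout.

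**Figure D2:**
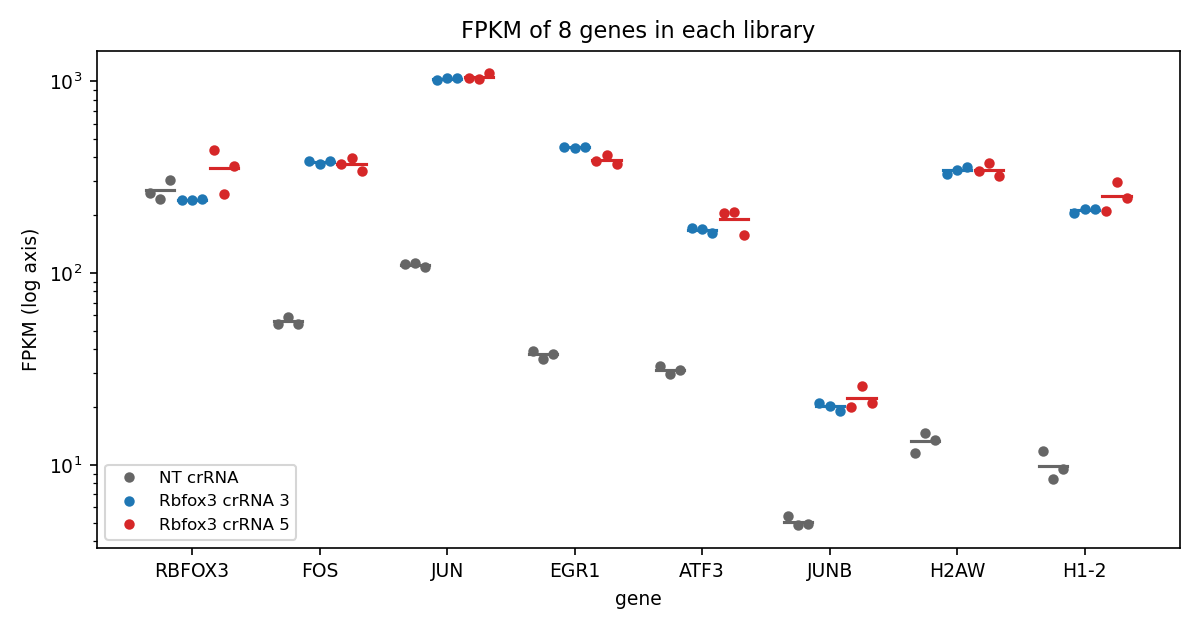
FPKM on a log axis of RBFOX3, FOS, JUN, EGR1, ATF3, JUNB, H2AW and H1-2 in each library, by group (gray, NT crRNA; blue, Rbfox3 crRNA 3; red, Rbfox3 crRNA 5), with points for libraries and short lines for group means. RBFOX3 overlapped between NT crRNA and Rbfox3 crRNA 5, whereas JUN went from 110.3 FPKM in NT crRNA to 1029 and 1051 FPKM in the targeting groups.

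The comparison of Rbfox3 crRNA 3 with NT crRNA asked which transcripts differ when the nuclease is given a crRNA that has a matching transcript. Immediate early genes, which cells switch on quickly after a stimulus, rose. JUN, which encodes a subunit of the AP-1 transcription factor, rose from 110.3 ± 2.9 FPKM to 1029 ± 14 FPKM (SD, n = 3, log2 fold 3.22 ± 0.06 SE). EGR1, a zinc finger transcription factor induced by growth factor signalling, rose from 37.6 ± 1.88 FPKM to 451 ± 0.979 FPKM (3.57 ± 0.06). FOS, the partner of JUN in AP-1, rose from 55.9 ± 2.72 FPKM to 378 ± 8.13 FPKM (2.75 ± 0.07). The adjusted p from limma was 1.71e-09 for JUN, 1.23e-09 for EGR1 and 1.47e-08 for FOS, and in each case all 3 libraries lay over all 3 NT crRNA libraries.

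The study named a few genes, as immediate early genes or as transcription factors tied to them, from a stable RfxCas13d line of HEK293T cells with other targets. Among the 8 of these tested here, ATF3, a stress-induced repressor, rose with a log2 fold of 2.4 (adjusted p = 3.88e-07). JUNB, a further AP-1 subunit, rose too (1.89, adjusted p = 1.94e-06), as did FOSB (0.88, adjusted p = 1e-04), which stayed under 2-fold. NR4A1, an orphan nuclear receptor, fell from 3.9 ± 0.344 FPKM to 2.63 ± 0.208 FPKM (log2 fold -0.49, adjusted p = 0.015), and CSRNP1 did not pass (-0.16, adjusted p = 0.511). EGR2 and NR4A3 were under the limit of 0.5 FPKM. Of these 8 genes 6 rose and 1 fell over all genes tested, and 6 rose and 1 fell adjusted over the list alone. The set test gave adjusted p = 2.63e-08, and adjusted p = 0.0104 with an estimated correlation. The study chose these genes in the same kind of cell under a like treatment, so the list is not independent evidence. The wider immediate early list holds EGR1, JUN and FOS too, so it is not separate from the genes the study named. Of its 42 genes 26 rose and 1 fell (30 and 1 adjusted over the list alone). Their median log2 fold was 0.75 (adjusted p = 3.89e-19, adjusted p = 0.0104 with an estimated correlation). GADD45B, a stress-induced regulator of kinase signalling, followed EGR1 and JUN in log2 fold and rose from 9.45 ± 1.08 FPKM to 84.0 ± 3.78 FPKM.

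Histone genes of the replication-dependent kind, whose mRNAs usually end in a stem-loop and not in a poly(A) tail, made up the other large rise. H2AW, which encodes a histone H2A, rose from 13.2 ± 1.56 FPKM to 343 ± 15.4 FPKM (log2 fold 4.65 ± 0.09). H2BC21, a histone H2B gene on chromosome 1, rose from 0.614 ± 0.115 FPKM to 58.5 ± 2.57 FPKM (5.73 ± 0.1), and H1-2, a linker histone gene, from 9.91 ± 1.68 FPKM to 212 ± 5.31 FPKM (4.36 ± 0.14). Of 61 histone genes with deposited values 43 passed the filter on the mean over all 9 libraries and were tested. Genes that were high only in the targeting groups could pass it, so the filter may favour rises. Of the 43 tested histone genes 39 rose (41 adjusted over the list alone) and none fell, 37 of them by at least 2-fold. The median log2 fold was 2.65 (set test adjusted p = 2.67e-36, adjusted p = 0.000234 with an estimated correlation). H2AC17, H4C5 and H3C2 were also among the 10 largest rises, with log2 folds of 4.95, 4.94 and 4.8. H2AC17 overlaps H3C12, and reads of near-identical histone genes may be shared between them. Some small RNAs that lack a poly(A) tail were among the largest rises too. RNY3, a Y RNA bound by the Ro protein, went from 2.12 ± 1.94 FPKM to 57.6 ± 7.08 FPKM (4.95 ± 0.63). SNORD13, a small nucleolar RNA (snoRNA) that guides 18S rRNA acetylation, went from 0.278 ± 0.482 FPKM to 21.1 ± 3.5 FPKM (4.94 ± 0.34), and VTRNA1-2, a vault RNA, from 1.77 ± 1.34 FPKM to 61.0 ± 13.7 FPKM (4.88 ± 0.32). RNU5F-1, a U5 spliceosomal RNA gene, was listed at 0 in every NT crRNA library and at 16.7 ± 1.01 FPKM with Rbfox3 crRNA 3. MIR4666A, a microRNA gene within an exon of histone gene H2BC26, was at 0 and at 15.2 ± 2.84 FPKM.

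In all, 533 of 14036 genes differed by at least 2-fold at an adjusted p under 0.05 (limma-trend, Benjamini-Hochberg), of which 431 rose and 102 fell. Rises and falls were 277 and 109 with the length and GC trend removed, 315 and 34 with a minimum of 2 FPKM, 345 and 49 with a pseudocount of 1 and 488 and 166 with a pseudocount of 0.1. Protein-coding genes gave 150 rises and 69 falls among 11830, and long non-coding RNA genes 124 and 12 among 820. By the same measure snoRNA genes gave 48 and 2 among 261, microRNA genes 18 and 6 among 245, and small nuclear RNA genes 15 rises and no fall among 16. MSH4, a meiotic DNA mismatch repair gene, fell from 7.66 ± 0.787 FPKM to 1.46 ± 0.291 FPKM (log2 fold -2.06, adjusted p = 1.21e-05). FAM167A-AS1, an antisense RNA gene, fell from 2.35 ± 0.204 FPKM to 0.025 FPKM (-2.44, adjusted p = 2.7e-05). SNORD67, a snoRNA gene in an intron of CKAP5, fell from 5.85 ± 3.36 FPKM to 0.285 FPKM (-3.06, adjusted p = 0.00146), and LINC01599 from 2.83 ± 0.161 FPKM to 0.29 FPKM (-2.1, adjusted p = 0.00029). SNORD160 fell by 2.7 on the log2 scale (adjusted p = 0.032), a call lost without a filter on low values (adjusted p = 0.0655), with a pseudocount of 0.1 (0.0568) and without any 1 of NT crRNA replicates 1, 2 and 3 (0.0674, 0.0864 and 0.0837) or Rbfox3 crRNA 3 replicates 1 and 2 (0.105 and 0.106). MT1HL1, a metallothionein-like gene, was at 1.89 ± 0.814 FPKM in NT crRNA and listed at 0 with Rbfox3 crRNA 3. The microRNA genes MIR4656, MIR628, MIR635 and MIR3177 were listed at 0 too, each from an NT crRNA mean of under 2 FPKM. The strand setting of the counting is not given in the sources used here, so reads of FAM167A-AS1 and of FAM167A, which overlaps it on the opposite strand, cannot be separated.

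With Rbfox3 crRNA 3, RRS1, a nucleolar ribosome assembly factor, rose from 31.6 to 79.0 FPKM (log2 fold 1.31, adjusted p = 4.06e-05). Of 47 nucleolar genes 18 rose and none fell (19 and none adjusted over the list alone). The nucleolar list had a set test adjusted p = 1.75e-06, and adjusted p = 0.16 with an estimated correlation. BNIP3, a hypoxia-induced regulator of mitophagy, fell from 56.2 to 29.2 FPKM (-0.94, adjusted p = 7.88e-05), and ADM, the hypoxia-induced gene for adrenomedullin, rose from 15.5 to 31.1 FPKM (0.98, adjusted p = 9.58e-05). Of 28 genes of glycolysis and hypoxia 2 rose and 16 fell (4 and 20 adjusted over the list alone). The glycolysis and hypoxia list had a median log2 fold of -0.29 and a set test adjusted p = 0.000364, and adjusted p = 0.0446 with an estimated correlation. MCM3, a subunit of the replicative helicase, fell from 150.3 to 111.4 FPKM (-0.43, adjusted p = 0.00042), and of 47 G1/S genes 1 rose and 17 fell (3 and 21 adjusted over the list alone). The G1/S list had a median log2 fold of -0.18 and a set test adjusted p = 0.000235, and adjusted p = 0.0291 with an estimated correlation.

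SNHG25, a snoRNA host gene whose span holds SNORD104, rose with Rbfox3 crRNA 3 from 3.21 to 27.0 FPKM (log2 fold 3, adjusted p = 0.000455). Of 21 snoRNA host genes 11 rose and none fell (11 and 1 adjusted over the list alone). The host gene list had a set test adjusted p = 0.00015, and adjusted p = 0.558 with an estimated correlation. Of 46 oxidative phosphorylation genes 14 rose, NDUFB3 of complex I among them (123 to 202 FPKM), and 2 fell (15 and 3 adjusted over the list alone). The oxidative phosphorylation list had a set test adjusted p = 0.00251, and adjusted p = 0.68 with an estimated correlation. Of 79 ribosomal protein genes 15 rose, RPL39 among them (173.8 to 379 FPKM), and 4 fell (15 and 4 adjusted over the list alone). The ribosomal protein list had a set test adjusted p = 0.026, and adjusted p = 0.793 with an estimated correlation. This call was lost with quantile normalization (adjusted p = 0.348), with the length and GC trend removed (adjusted p = 0.102) and without NT crRNA replicate 3 (adjusted p = 0.256). Of 8 fibroblast genes 3 fell, the smooth muscle actin gene ACTA2 among them (log2 fold -0.92, adjusted p = 0.00201), and none rose (4 fell adjusted over the list alone). The fibroblast list had a set test adjusted p = 0.0423, and adjusted p = 0.249 with an estimated correlation. The fibroblast call was lost under 9 other settings, with adjusted p from 0.0527 to 0.308, among them the fits without NT crRNA replicate 1 (0.0599) or 2 (0.0742), Rbfox3 crRNA 3 replicate 3 (0.0527) or Rbfox3 crRNA 5 replicate 2 (0.053).

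The comparison of Rbfox3 crRNA 5 with NT crRNA put the same question with a crRNA to another stretch of the transcript. JUN rose to 1051 ± 39.4 FPKM (SD, n = 3, log2 fold 3.25, adjusted p = 1.52e-09), EGR1 to 387 ± 19.8 FPKM (3.35, adjusted p = 1.52e-09) and FOS to 369 ± 29.1 FPKM (2.71, adjusted p = 1.68e-08). H2AW rose to 345 ± 26 FPKM (4.66), H2BC21 to 50.4 ± 4.6 FPKM (5.52, adjusted p = 1.52e-09) and H1-2 to 252 ± 43.9 FPKM (4.6). VTRNA1-2, RNY3, H4C5, H2AC17, H3C2 and SNORD13 completed the largest rises, with log2 folds of 5.17, 5.16, 5.16, 5.02, 4.71 and 4.69. RNU5F-1 and MIR4666A, at 0 in NT crRNA, were at 17.5 ± 4.65 FPKM and 16.8 ± 7.81 FPKM. All 3 libraries of the group lay over all 3 NT crRNA libraries for each of these genes.

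Of the same 8 genes named by the study, ATF3 (log2 fold 2.57, adjusted p = 1.99e-07), JUNB (2.02, adjusted p = 1e-06) and FOSB (0.87, adjusted p = 8.67e-05) rose. NR4A1 fell (-0.39, adjusted p = 0.0319) and CSRNP1 did not pass (0.26, adjusted p = 0.233). This gave 6 rises and 1 fall over all genes tested and adjusted over the list alone (set test adjusted p = 2.28e-08, adjusted p = 0.0104 with an estimated correlation). Of the wider 42 genes 30 rose and 1 fell (32 and 1 adjusted over the list alone). Their median was 0.84 (adjusted p = 4.98e-21, adjusted p = 0.0104 with an estimated correlation), and GADD45B reached 95.2 ± 7.61 FPKM. Of 43 histone genes 40 rose, all by at least 2-fold, and none fell (41 rose adjusted over the list alone). The histone median was 2.65 (adjusted p = 3.34e-33, adjusted p = 0.000234 with an estimated correlation).

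In all, 620 genes differed between Rbfox3 crRNA 5 and NT crRNA, of which 501 rose and 119 fell (limma-trend, Benjamini-Hochberg). By kind, 204 protein-coding genes rose and 76 fell, and 131 long non-coding RNA genes rose and 19 fell. Further, 60 snoRNA genes rose and 1 fell, 21 microRNA genes rose and 7 fell, and 14 small nuclear RNA genes rose. With TPM scaling, which moved the median of all genes by -0.137, the count was 628 with 429 rises and 199 falls, so the share of rises, 80.8%, went to 68.3%. With the length and GC trend removed the count was 462, with 288 rises and 174 falls (62.3%). Rises and falls were 396 and 35 with a minimum of 2 FPKM, 423 and 54 with a pseudocount of 1, 583 and 212 with a pseudocount of 0.1 and 549 and 193 without Rbfox3 crRNA 5 replicate 1. MSH4 fell to 1.48 ± 0.186 FPKM (log2 fold -2.04, adjusted p = 1.15e-05). SLC6A13, a GABA transporter gene, fell from 2.16 to 0.171 FPKM (-1.97, adjusted p = 0.000205). PPEF2, a photoreceptor phosphatase gene, fell from 1.76 to 0.0777 FPKM (-1.96, adjusted p = 0.000411). MT1HL1, MIR4656 and MIR628 were listed at 0 in this group. MIR7113 (-2.41, adjusted p = 0.0242), SNORD160 (-2.35, adjusted p = 0.0433) and MIR4484 (-1.99, adjusted p = 0.0299) fell too. These calls were lost without a filter on low values for MIR7113 (adjusted p = 0.0527) and MIR4484 (adjusted p = 0.0601). MIR7113 and MIR4484 also lost them without NT crRNA replicate 1 (0.0798 and 0.0889) or 3 (0.0773 and 0.0973) and without Rbfox3 crRNA 5 replicate 1 (0.0565 and 0.0678) or 2 (0.0788 and 0.0929). SNORD160 lost it in 12 settings, with adjusted p from 0.0505 to 0.136, among them the fits without NT crRNA replicates 1, 2 or 3 (0.0761, 0.0991 and 0.11), Rbfox3 crRNA 3 replicates 1 or 2 (0.0547 and 0.0546) and Rbfox3 crRNA 5 replicates 1 or 2 (0.104 and 0.136).

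With Rbfox3 crRNA 5, whose replicates 2 and 3 had the steepest length trend, 28 of 79 ribosomal protein genes rose, such as FAU (473.7 to 892 ± 178 FPKM), and 1 fell (31 and 1 adjusted over the list alone). The list had a set test adjusted p = 1.94e-07, and adjusted p = 0.643 with an estimated correlation. Its call was lost with quantile normalization (adjusted p = 0.0747). Without replicates 2 and 3 it lay at -0.02 against the other genes (adjusted p = 0.671), a fit in which the group is 1 library that is assumed to vary like the libraries of the other groups. Of 46 oxidative phosphorylation genes 22 rose, such as NDUFA2 of complex I (52.1 to 113 ± 27.2 FPKM, a log2 fold of 1.09 and of 0.94 without replicate 2), and none fell (26 and none adjusted over the list alone). This second list had a set test adjusted p = 5.72e-07, and adjusted p = 0.608 with an estimated correlation. Of 21 snoRNA host genes 15 rose and none fell (15 and none adjusted over the list alone). The host gene list had a set test adjusted p = 1.26e-07, and adjusted p = 0.43 with an estimated correlation, and SNHG15 rose from 68.1 to 178 ± 26.5 FPKM. Of 47 nucleolar genes 22 rose and none fell (25 and none adjusted over the list alone). The nucleolar list had a set test adjusted p = 1.02e-07, and adjusted p = 0.114 with an estimated correlation, and RRS1 reached 80.8 FPKM (adjusted p = 3.36e-05). Of 28 glycolysis and hypoxia genes 2 rose and 15 fell (3 and 19 adjusted over the list alone). The glycolysis and hypoxia list had a set test adjusted p = 0.00282, and adjusted p = 0.0711 with an estimated correlation. BNIP3L, a mitophagy receptor gene, fell from 18.7 to 9.15 FPKM, and ADM rose to 46.8 ± 5.85 FPKM. Of 19 stress kinase genes 1 rose and 5 fell, MAPK9 among them (-0.46, adjusted p = 0.00158), and 1 rose and 10 fell adjusted over the list alone. The stress kinase list had a set test adjusted p = 0.0167, and adjusted p = 0.558 with an estimated correlation. That call was lost with the trend removed (adjusted p = 0.284), without Rbfox3 crRNA 5 replicate 2 (adjusted p = 0.0597) and, with 1 library left in the group, without both replicates 2 and 3 (adjusted p = 0.193).

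Some lists not called in either comparison with NT crRNA held genes with large changes, of which DUSP1, DUSP16, GDF15 and DDIT4 were chosen after their values were seen. The dual-specificity phosphatases, which switch off kinase signalling, held DUSP1, up from 29.0 ± 2.52 FPKM to 118.8 ± 1.2 FPKM and 152 ± 20.3 FPKM, while DUSP16 fell. Their set test adjusted p was 0.201 for Rbfox3 crRNA 3 and 0.0519 for Rbfox3 crRNA 5. In the integrated stress response list GDF15, a stress-induced cytokine gene, rose with log2 folds of 2.08 and 2.92 and DDIT4 fell (-1.31 and -1.11). Of 37 genes 6 rose and 8 fell with Rbfox3 crRNA 3 (adjusted p = 0.877), and 12 rose and 6 fell with Rbfox3 crRNA 5 (adjusted p = 0.452). The p53 targets gave adjusted p = 0.233 and 0.831 (for Rbfox3 crRNA 5 the median was -0.1 and the mean 0.08). Chaperones of the endoplasmic reticulum gave 0.591 and 0.638, NF-kB targets 0.593 and 0.452, interferon-stimulated genes 0.831 and 0.7 and heat shock genes 0.831 and 0.494. Oxidative stress genes gave 0.233 and 0.148, cholesterol synthesis genes 0.452 and 0.344, G2/M genes 0.0553 and 0.248, and 7 abundant mRNAs targeted elsewhere in the study 0.531 and 0.294. The G1/S list was not called with Rbfox3 crRNA 5 (adjusted p = 0.13), nor were the fibroblast list (0.06) with Rbfox3 crRNA 5 and the stress kinase list (0.171) with Rbfox3 crRNA 3. Neuron markers gave 0.849 and 0.831, leukocyte markers 0.831 and 0.541, and keratinocyte markers 0.829 and 0.507. With Rbfox3 crRNA 5 the median and the direction of the test differed in sign for the neuron, p53, integrated stress response and endoplasmic reticulum lists. The mean and the direction of the test differed for the leukocyte, interferon, integrated stress response and heat shock lists with Rbfox3 crRNA 3. They also differed for the neuron list with Rbfox3 crRNA 5. Only 2 RBFOX family genes were tested, too few for a set test, and 0 of 13 mitochondrially encoded genes were in the table.

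**Figure D3:**
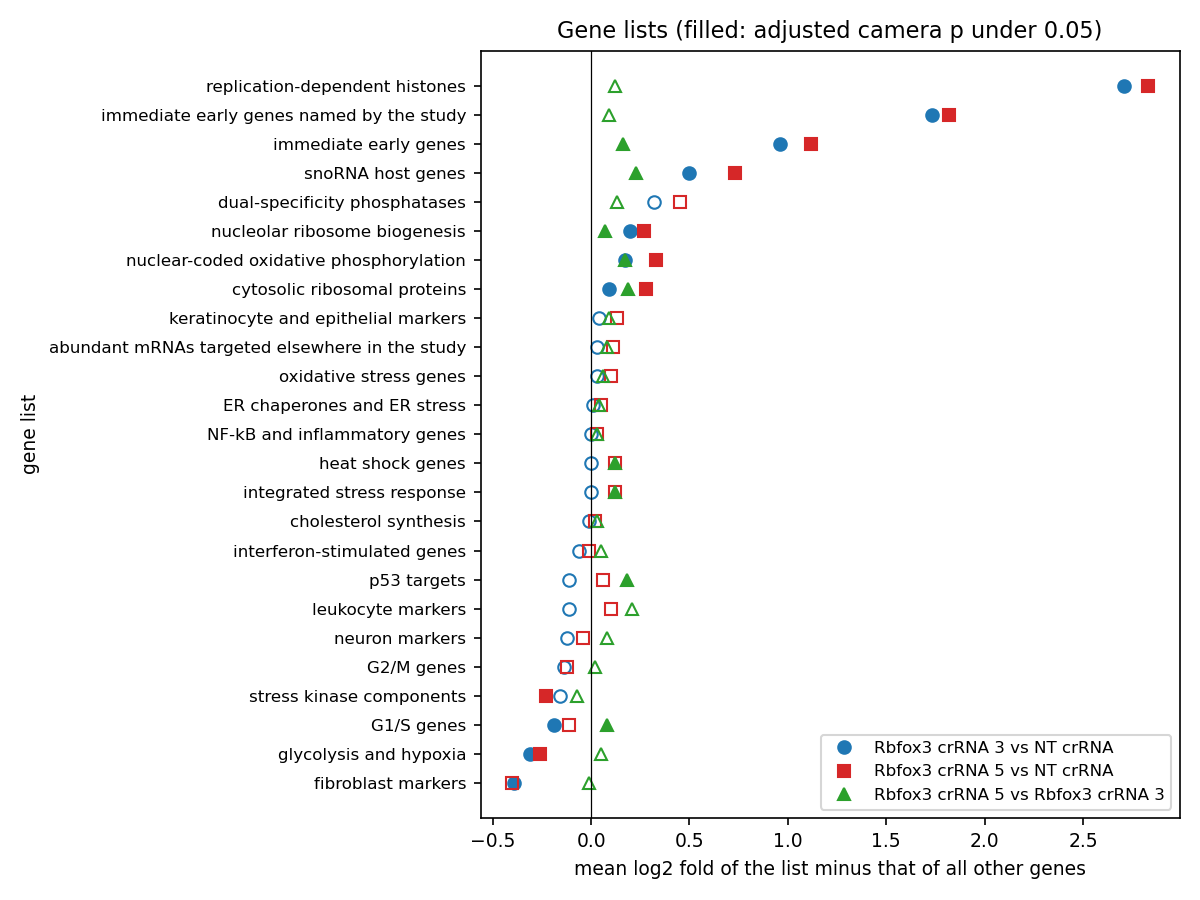
Mean log2 fold of each gene list minus that of all other tested genes, for Rbfox3 crRNA 3 against NT crRNA (circles), Rbfox3 crRNA 5 against NT crRNA (squares) and Rbfox3 crRNA 5 against Rbfox3 crRNA 3 (triangles), filled where the adjusted camera p is under 0.05. Histone and immediate early genes lay farthest from 0 in both comparisons with NT crRNA.

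Both targeting groups changed largely the same genes against NT crRNA. JUN, EGR1, FOS, H2BC21, H2AW and MSH4 were among 445 genes called in both comparisons in the same direction, 372 higher and 73 lower, and 0 genes were called in opposite directions. The shared genes were 297 higher and 20 lower with a minimum of 2 FPKM, 306 and 34 with a pseudocount of 1 and 440 and 121 with a pseudocount of 0.1. Independent lists of these sizes would share 15.4 higher and 0.86 lower genes, and simulated groups with no change shared 0 genes in each of 100 draws. The draws gave each gene its own noise in each library, so a shift common to many genes of the NT crRNA libraries could not arise in them. Of the 88 genes called with Rbfox3 crRNA 3 alone 41 had an adjusted p under 0.05 with Rbfox3 crRNA 5, as did 109 of the 175 called with Rbfox3 crRNA 5 alone in the opposite comparison. Of 708 genes called in either, 98.6% had the same sign in both. Of all genes tested 79.5% did, against a mean of 66.7% in the simulated groups with no change. Across genes, which are not independent replicates, the fold changes correlated with r = 0.87, against 0.5 in simulated groups that share their NT crRNA libraries and differ in nothing else. The 3 NT crRNA libraries serve both comparisons and cannot be divided between them, so part of the sharing may come from them.

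**Figure D4:**
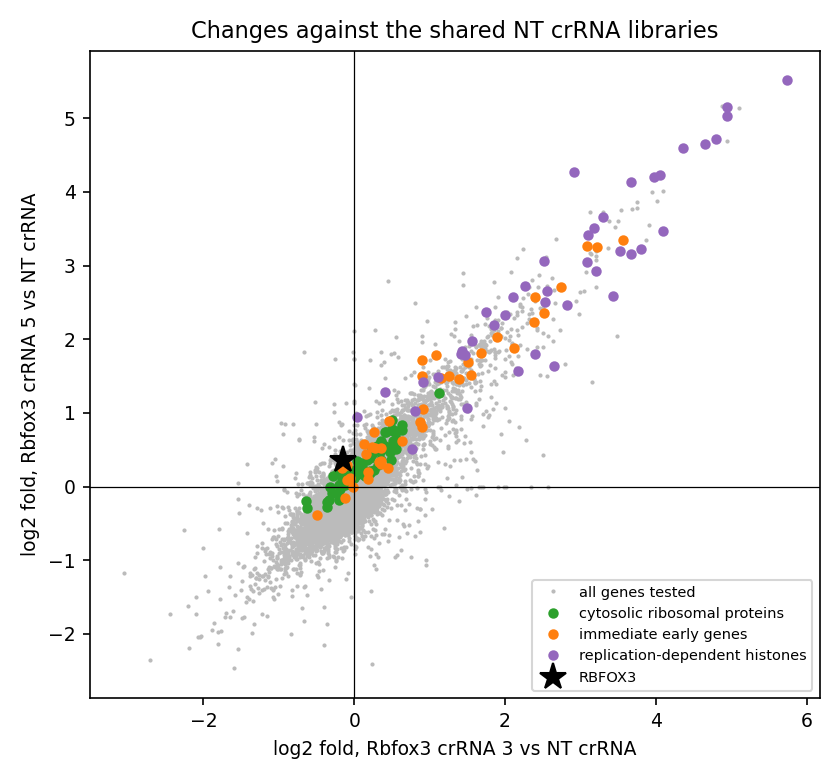
Log2 fold of each tested gene with Rbfox3 crRNA 3 (horizontal axis) and Rbfox3 crRNA 5 (vertical axis), both against the same NT crRNA libraries, with ribosomal protein genes in green, immediate early genes in orange, histone genes in purple and RBFOX3 as a black star. The 445 genes called in both comparisons had the same direction in each, and RBFOX3 lay at -0.15 and 0.36.

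The direct comparison of Rbfox3 crRNA 5 with Rbfox3 crRNA 3 asked what depends on the crRNA. H3C4, a histone H3 gene that overlaps H2AC7, was listed at 0 in NT crRNA, at 3.31 ± 0.715 FPKM with Rbfox3 crRNA 3 and at 9.18 ± 0.164 FPKM with Rbfox3 crRNA 5 (SD, n = 3). The log2 fold between the crRNAs was 1.36 ± 0.15 (SE, adjusted p = 0.0107). MIR548E, a microRNA gene in an intron of SHOC2, was at 2.52 ± 0.626 FPKM with Rbfox3 crRNA 3 and listed at 0 in the other groups (adjusted p = 0.00224). MIR6850, in an exon of RPL8, was at 1.74 ± 0.775 FPKM with Rbfox3 crRNA 5 and listed at 0 in the others (adjusted p = 0.0166). These 3 genes were the only ones to pass limma-trend at 2-fold, against 1986 with an unadjusted p under 0.05, and 2 of them stood at a few fragments per library. The count rests on single libraries: it was 45 without Rbfox3 crRNA 5 replicate 1, with 7 higher, 38 lower and 2 of the 3 genes among them, 1 without replicate 3 and 2 without Rbfox3 crRNA 3 replicate 3. With the length and GC trend removed H3C4 gave adjusted p = 0.123 and MIR6850 0.293, and H3C4 lost its call without Rbfox3 crRNA 5 replicate 2 (0.0632) or 3 (0.0894) or Rbfox3 crRNA 3 replicate 3 (0.057). MIR6850 lost its call without Rbfox3 crRNA 3 replicate 1 (0.0712), 2 (0.0633) or 3 (0.0901). JUN (log2 fold 0.03), FOS (-0.04), FOSB (-0.01), JUNB (0.13), EGR1 (-0.22) and ATF3 (0.17) did not pass.

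Between the crRNAs the 9 called lists moved by small amounts, all higher with Rbfox3 crRNA 5. No ribosomal protein gene passed (of 79, 0 adjusted over all genes and 0 adjusted over the list alone by limma). The list lay higher by a median of 0.18, with RPS27 at 0.42 (set test adjusted p = 1.5e-08, adjusted p = 0.612 with an estimated correlation). With quantile normalization its adjusted p was 0.0672. The 46 oxidative phosphorylation genes lay higher by 0.17 with 0 passing in either adjustment (adjusted p = 4.58e-06, adjusted p = 0.608 with an estimated correlation). Without Rbfox3 crRNA 5 replicate 2 neither list was called (adjusted p = 0.523 and 0.369), and replicate 1 alone put both under the other genes in mean log2 fold (-0.11 and -0.1). The snoRNA host genes (median 0.22, 0 genes over all and 3 adjusted over the list alone) had adjusted p = 2.15e-06, adjusted p = 0.492 with an estimated correlation. The integrated stress response genes (0.1, 0 and 5) had adjusted p = 0.00242 and adjusted p = 0.0506 with an estimated correlation, with GDF15 at 0.84 (not passing, adjusted p = 0.164). With quantile normalization their adjusted p was 0.0734.

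Of the immediate early genes CCN1, which encodes a matrix protein, and PLK2, a kinase gene, rose over all genes tested (log2 folds 0.71 and 0.82) and 4 rose adjusted over the list alone between the crRNAs (set test adjusted p = 0.000877, adjusted p = 0.23 with an estimated correlation). With the length and GC trend removed the adjusted p was 0.122. The p53 targets, with BBC3 at 0.76 (not passing, adjusted p = 0.0761), had 0 genes over all and 5 higher and 1 lower adjusted over the list alone (adjusted p = 0.000952, adjusted p = 0.0492 with an estimated correlation). The G1/S genes, with E2F1 at 0.41 (not passing, adjusted p = 0.177), had 0 and 3 (adjusted p = 0.00108, adjusted p = 0.0438 with an estimated correlation), a call lost with quantile normalization (adjusted p = 0.318). Heat shock genes, with 0 passing in either adjustment by limma (adjusted p = 0.0062, adjusted p = 0.558 with an estimated correlation) lost their call with TPM scaling (0.191), quantile normalization (0.974) and without Rbfox3 crRNA 5 replicate 3 (0.0505). Nucleolar genes, with 0 over all and 3 adjusted over the list alone (adjusted p = 0.0136, adjusted p = 0.507 with an estimated correlation) lost theirs with TPM scaling (0.0949), quantile normalization (0.974, with a mean of -0.02 against the other genes), the length and GC trend removed (0.0554) and without that replicate (0.102). The remaining lists gave an adjusted p of 0.06 for stress kinases, which lay lower with Rbfox3 crRNA 5, 0.107 for dual-specificity phosphatases, 0.225 for histones and 0.531 for the genes named by the study. It was 0.349 for abundant mRNAs, 0.393 for leukocyte markers, 0.452 for oxidative stress, G2/M and keratinocyte genes, and 0.593 for neuron markers. It was 0.62 for glycolysis and hypoxia, 0.685 for chaperones of the endoplasmic reticulum and cholesterol synthesis, 0.693 for interferon-stimulated genes, 0.7 for NF-kB targets and 0.963 for fibroblast markers.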

Values the study reported

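The paper reports 509 differentially expressed genes common to its comparisons in HEK293T cells with RfxCas13d and crRNAs against other targets, at an adjusted P under 0.05 and a fold of at least 2, all of them upregulated against the non-targeting crRNA.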

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

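Of the tests in this part, the one on abundant untailed RNAs, the removal of length and GC trends and the fit without both Rbfox3 crRNA 5 replicates 2 and 3 were chosen after the result was seen, and the poly(A)-tailed histone genes were also chosen after their values were seen.

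The effects of the crRNAs against NT crRNA differed for 9 genes, by a limma test of Rbfox3 crRNA 5 against Rbfox3 crRNA 3 that is the test of that difference (adjusted p under 0.05). TXNIP, which encodes a glucose-sensitive inhibitor of thioredoxin, and ARRDC3, a related arrestin, both rose more with Rbfox3 crRNA 5. TXNIP had 9.19 ± 0.217 FPKM in NT crRNA, 12.1 ± 1.09 with Rbfox3 crRNA 3 and 21.1 ± 0.134 with Rbfox3 crRNA 5 (log2 difference 0.78, adjusted p = 0.00774), and ARRDC3 4.46 ± 0.0737, 11.9 ± 0.99 and 19.97 ± 0.656 FPKM (0.73, adjusted p = 0.0107). CCN1, a matrix protein gene, had 17.99 ± 0.607, 38.5 ± 0.42 and 63.3 ± 4.9 FPKM (0.71, adjusted p = 0.00774), and PLK2, a stress-induced kinase gene, 2.65 ± 0.105, 5.35 ± 0.372 and 9.87 ± 1.03 FPKM (0.82, adjusted p = 0.0175). RNF25, a ubiquitin ligase gene, had 19.1 ± 0.0909, 21.6 ± 0.991 and 32.6 ± 2.31 FPKM (0.58, adjusted p = 0.0175). TRAF4, a signalling adaptor gene, fell with Rbfox3 crRNA 3, from 14.7 ± 0.708 to 11.9 ± 0.249 FPKM, and stood at 16.8 ± 0.315 FPKM with Rbfox3 crRNA 5 (0.48, adjusted p = 0.0401). The others were MIR548E, at 0 outside Rbfox3 crRNA 3 (-2.58), MIR6850, at 0 outside Rbfox3 crRNA 5 (2.11), and H3C4 (1.36). The fitted differences of MIR548E and MIR6850 depend on the pseudocount and are no fold.

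Replication-dependent histone genes and some small untailed RNAs, such as RNY3, were higher in both targeting groups. A length trend was argued against, as protein-coding genes matched to the histones in length (10 per histone gene, 548 against 496.5 nt, after a first matching that had drawn longer genes was corrected) had median log2 folds of at most 0.24 against histone medians of 2.65, and genomic DNA was too, as the mean of 401 olfactory receptor genes rose by at most 0.000697 FPKM against at least 6.26 FPKM for the histone median. More untailed RNA carried through mRNA selection may be part of it and stays open: RN7SL1, RN7SL2, RN7SK, RMRP and RPPH1 had a median log2 fold of 1.16 with Rbfox3 crRNA 3 and 1.39 with Rbfox3 crRNA 5, which carry-over and a true rise would both give. Histone genes whose mRNAs carry poly(A) tails gave both outcomes, H2AX rising by 2.47 and 2.42, H2AZ2 standing at -0.08 and -0.04 and MACROH2A1 at 0.13 and 0.14. A response of the cells to a targeting crRNA, as the groups name it, is open and untested here. The paper reports higher nucleosome and ribosome genes in mouse N2a cells given targeting crRNAs, for RfxCas13d against its catalytically dead form. It proposes a tie to cleavage of bystander RNAs by the nuclease. It also cites earlier work in which RfxCas13d changed several histone genes in HEK293T cells.

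RBFOX3 was not lower by 2-fold in either targeting group. With median-ratio scaling the lower of both log2 folds was -0.11. That scaling moved the median of all genes by only 0.038 and 0.059, so it could not have reached the -1 that scaling as the reason needed. It is also relative and cannot show a loss common to most RNAs, so scaling to the library total stays open. The length and GC trend was argued against as the reason, since with it removed the lower log2 fold was -0.02, far from -1. RNA from the plasmid or fragments left after cleavage may be counted as RBFOX3, which was not tested, and the insert was not compared with the human gene model here. The study chose both crRNAs by their lowering of NeuN protein from a co-transfected plasmid in HEK293T cells, a measure against low crRNA activity. That measure is of protein. The paper also reports from RNA-seq of mouse N2a cells that Rbfox3 was lowered with its crRNAs, though it calls NeuN expression there too low for its test of crRNA efficiency. Neither shows what happened to the RNA in these libraries, so low activity here was not excluded. The study also saw immediate early genes rise against NT crRNA in HEK293T cells with other targets. Here JUN, EGR1 and FOS rose in both targeting groups by log2 folds of at least 2.71, the direction the labels give, which argues against an exchange of NT crRNA with a targeting group. It does not separate the crRNAs, so labels exchanged between them were not excluded.

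Ribosomal protein and oxidative phosphorylation lists were higher with Rbfox3 crRNA 5 than with Rbfox3 crRNA 3. Both lists lay at most 0.05 over the other genes without Rbfox3 crRNA 5 replicate 2, so that library alone may account for the call, and without replicates 2 and 3, with 1 library left in the group, they lay under the other genes (-0.11 and -0.1). Whether the length and GC trend of those libraries is the cause cannot be told apart from a shift of these lists: with the trend removed the larger difference was 0.14, between the values that would have decided it. A difference between the crRNAs stays open and untested.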

How the results depend on the processing

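The limits to protein-coding genes, the removal of length and GC trends and the fit without both Rbfox3 crRNA 5 replicates 2 and 3 were chosen after the result was seen; the other alternatives were planned. JUN, EGR1, FOS, ATF3 and JUNB rose against NT crRNA, and MSH4 fell, with both crRNAs in every setting run. Without replicates 2 and 3 the Rbfox3 crRNA 5 group is 1 library, assumed to vary like the libraries of the other groups.

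Without a fold threshold the counts were 3110 genes for Rbfox3 crRNA 3 against NT crRNA, 4227 for Rbfox3 crRNA 5 against NT crRNA and 9 between the crRNAs, against 533, 620 and 3. With a minimum of 2 FPKM the count was 349 for Rbfox3 crRNA 3 and 1 between the crRNAs, where fewer genes are tested. Among protein-coding genes alone it was 221, 283 and 1, with 194 shared, by construction. Only the 6 libraries compared gave 1 gene between the crRNAs, as did removal of the length and GC trend, and the cause was not tested. RBFOX3 was higher with Rbfox3 crRNA 5 than with NT crRNA at an adjusted p under 0.05, though under 2-fold, at 0.56 with the trend removed and 0.57 without Rbfox3 crRNA 5 replicate 2, and replicate 1 alone, the highest library at 436.9 FPKM, gave 0.71. It was 0.19 without replicate 1 (adjusted p = 0.294), 0.21 with TPM scaling (0.418) and 0.1 with quantile normalization (0.77). The cause was not tested. With the correlation of each list estimated, 10 of 28 list calls held. Fry gave 29, but 19 higher and 10 lower against 23 and 5, so not the same calls. It lost those of the ribosomal protein and oxidative phosphorylation lists in every comparison. Between the crRNAs it also lost those of the heat shock, nucleolar and snoRNA host lists.

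Single libraries left out gave 505 to 545 genes for Rbfox3 crRNA 3, 582 to 742 for Rbfox3 crRNA 5, 428 to 453 shared and 24 to 29 lists. Between the crRNAs they gave 1 gene, without Rbfox3 crRNA 5 replicate 3, to 45 genes, without replicate 1, 7 higher and 38 lower. With length and GC trends removed the counts against NT crRNA were 386 (277 higher) and 462 (288 higher).

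The directions of named genes that reversed all lay between the crRNAs, where these genes did not pass. FOSB went from -0.01 to 0.02 with median-ratio scaling, to 0.18 without replicates 2 and 3, and to between 0.01 and 0.06 with single libraries left out (0.03 without Rbfox3 crRNA 5 replicate 3). JUN went from 0.03 to -0.06 with TPM scaling, -0.16 with quantile normalization and -0.03 with the trend removed, JUNB from 0.13 to -0.1 with the trend removed and -0.01 without replicates 2 and 3, and FOS from -0.04 to 0.02 without Rbfox3 crRNA 5 replicate 3 (-0.09 without replicate 2). The ribosomal protein list went to -0.11, oxidative phosphorylation to -0.1 and heat shock to -0.01 without replicates 2 and 3. The mean of the nucleolar list against the other genes also changed sign, from 0.07 to -0.02 with quantile normalization and -0.01 without replicates 2 and 3, as did that of the ribosomal protein list for Rbfox3 crRNA 5 against NT crRNA, from 0.28 to -0.02, and that of the snoRNA host list between the crRNAs, from 0.23 to -0.02, both without replicates 2 and 3. The direction of these tests stayed up. The cause was not tested. Of the values of named genes under other settings 3339 were the same in direction and call, 61 lost and 23 gained a call and 11 reversed; of lists 607 were the same, 59 lost a call and 3 reversed in the direction of the test.

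Residual correlations of the 9 same-number pairs of libraries ran from -0.12 to 0.12 and those of the 18 other pairs from -0.2 to 0.22. Replicate numbers thus left no visible pairing. With 3 libraries per group this cannot show that none exists, and the labels do not say. With the number as a block the counts were 536, 631 and 3, and MIR6850 (adjusted p = 0.0586) lost its call. The 10 splits of 6 libraries are too few for a share under 0.05: the real ones gave 533, 620 and 3 genes, each matched by 1 split of 10, itself, and the highest other gave 1. For the shared genes 1 of 100 splits, the real one, gave 445, and the highest other gave 1. Splits that mix NT crRNA with targeting libraries spread each group along the first principal component, so few calls are left in them. They therefore cannot show how much of the sharing comes from the common NT crRNA libraries. For lists 3 of 100 splits gave as many as the real 28, the highest other 29, so as many lists can come from other splits, and the reason was not tested. The preset correlation of 0.01 lay far under the estimates for ribosomal protein (0.793), oxidative phosphorylation (0.633) and snoRNA host genes (0.539). The set test p-values at the preset may therefore be too small for these lists. Depth limits genes near 0.5 FPKM: pseudocounts of 0.1 and 1 gave 654 and 394 genes for Rbfox3 crRNA 3.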

Other observations

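The tests in this part were planned before their results were seen; SERTAD1, NEAT1, RN7SL1 and MALAT1 were chosen after their values were seen.

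SERTAD1, a transcriptional coregulator of E2F, rose from 2.94 ± 0.103 FPKM in NT crRNA to 31.8 ± 1.44 FPKM with Rbfox3 crRNA 3 and 33.3 ± 4.84 FPKM with Rbfox3 crRNA 5 (SD, n = 3; log2 folds 3.23 and 3.28, adjusted p = 4.21e-08 and 4.2e-08 by limma). NEAT1, the long non-coding RNA that builds paraspeckles, rose from 3.74 ± 0.141 FPKM to 10.8 ± 0.441 and 12.04 ± 0.846 FPKM (1.42 and 1.56). RN7SL1, the RNA of the signal recognition particle, went from 25.9 ± 0.662 FPKM to 71.2 ± 8.33 and 88.3 ± 18.2 FPKM. MALAT1, often an abundant nuclear RNA, stood at 0.244, 0.696 and 0.649 FPKM.

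Genes without introns had higher fold changes than matched genes. Among 231 single-exon protein-coding genes outside the histone and immediate early lists, 44 rose and 3 fell in each comparison with NT crRNA, 19% rising against 1.8% and 3% of multi-exon genes matched on exon length and level. Their median log2 fold was 0.41 with Rbfox3 crRNA 3 and 0.43 with Rbfox3 crRNA 5, against -0.01 and 0.05 in the matched genes, a difference of at least 0.38. A loss of transcripts that depend on splicing may favour such genes, as a hypothesis.

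Transcripts named as divergent from a promoter had higher fold changes too. The 50 tested had medians of 0.47 and 0.49, against 0.18 and 0.13 in random sets of other long non-coding genes matched on level (upper bound of the middle 95% of 10000 sets 0.4 and 0.35), a difference of at least 0.29. Reduced decay of promoter-derived RNA is a candidate explanation, and a rise of the neighbouring genes was not tested. Cleavage at partly matching transcripts was looked for as a broad effect. The 67 genes with a partial site of Rbfox3 crRNA 3 had a median log2 fold of -0.03, at percentile 47.2 of random sets. The 28 genes with one of Rbfox3 crRNA 5 had -0.12, at percentile 12. Among all annotated genes with a partial site, most had 5 mismatches at best (124 for Rbfox3 crRNA 3, 53 for Rbfox3 crRNA 5). RBFOX3, the gene with a full match, was itself not lowered by 2-fold, so these values cannot show whether weaker sites were cut.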
